A study of Homo sapiens with 24 samples. Its data were reported in "IGF2BP3 promotes mRNA degradation through internal m7G modification" (2024).

How the data were processed

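RNA was measured in HepG2, an established human liver cancer cell line, after transfection with a non-targeting control siRNA (siControl) or with siRNA against IGF2BP1, IGF2BP2 or IGF2BP3, which encode related RNA-binding proteins. Actinomycin D, which stops transcription, was added for 0, 3 or 6 h before collection, so that the loss of each transcript over time reflects its decay. The 24 libraries form 12 groups of 2 replicates (4 conditions at 3 time points), taken from the labels alone. Libraries after METTL1 knockdown were not analysed here.

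Per the labels and the methods of the study, the authors added ERCC synthetic RNA in proportion to total RNA, enriched polyadenylated RNA, made stranded libraries, sequenced single-end reads, trimmed adapters with Trimmomatic, aligned to the hg38 genome with HISAT and counted reads per gene with HTSeq on GENCODE annotation. The deposited values are these raw read counts, not normalized, for 58721 gene rows, 92 ERCC rows and 5 HTSeq summary rows per library. The multi-mapping and overlap settings of the counting were not stated, so genes that share sequence with a close copy, or that overlap a neighbour, are uncertain. The summary rows name no gene. They stayed out of library sizes and tests and held 13.551% to 17.064% of each library's total. The 45 rows for the Y copy of the pseudoautosomal regions were left out. Symbols were matched through the Ensembl identifier for 58252 rows, and 469 identifiers had no match. Gene positions and exon lengths are from GENCODE annotation of GRCh38 (hg38), a later release than the one the authors counted on.

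Depth ranged from 31843504 to 74252494 gene reads per library, and ERCC reads ranged from 50889 to 119088. Counting error of the ERCC total was at most 0.443% (CV), so that spread between replicates in the ERCC share comes from steps before sequencing. Spike-in totals were added to purified RNA and cannot correct for cell number or RNA recovery. PCR duplicates could not be removed from single-end counts, so counting errors cover counting only. In every group the replicates differed by more than sampling noise (chi-square per degree of freedom 3.3 to 9.07), so none was treated as a library deposited in duplicate.

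From the counts, edgeR's quasi-likelihood test was computed (edgeR 4.0.16, R 4.3.3) on genes with a CPM of at least 1 in at least 2 libraries, which left 13136 genes. All p-values called adjusted are Benjamini-Hochberg adjusted over those genes, with a threshold of 0.05, and all edgeR tests are two-sided. Knockdown and abundance at 0 h were tested in a model with 12 group means (12 residual degrees of freedom) and TMM scaling. Decay was tested in a model with an intercept and a slope on time for each condition (8 terms, 16 residual degrees of freedom). Its scale was set by the sum of ERCC reads in each library, since every library had at least 1000. A slope is given as the log2 change over 6 h, and a positive slope difference means slower loss in the knockdown. Standard errors (SE) were derived from the effect and its F statistic. Half-lifetime followed the first-order decay equation of the study, which says only that average values of the time points were used. Here the decay rate K was taken as the mean of -ln(C3/C0)/3 and -ln(C6/C0)/6, with C the ERCC-scaled mean of both replicates, and half-lifetime as ln2/K, for 12179 genes with a mean CPM of at least 1. The conversion to attomole by linear fitting that the authors applied was replaced by the ERCC total. Both give each library a spike-in scale, but they are not identical.

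The design, the comparisons, the alternatives and the rule for naming genes were fixed before the data were examined, except where the text says otherwise. Named genes are a list of 15 taken from the text of the study (among them the siRNA targets, METTL1, WDR4, EXOSC2, XRN2, CYRIB, HUWE1, BPNT2, NDRG1, ZDHHC9, IGF2 and MYC), the 3 largest rises and 3 largest falls at 0 h in each knockdown, and the 2 genes with the largest slowing and the 2 with the largest speeding of decay, all with an adjusted p under 0.05, a mean CPM of at least 5 and replicates or time points that agree in sign. The study chose the genes whose lifetimes it measured partly on its own data, so the list is not independent evidence. Lists of 12 short-lived and 12 long-lived transcripts checked the drug treatment.

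Alternatives were DESeq2 1.42.0, TMM, ERCC and library-size scaling, other count filters, fits restricted to the groups compared, the change from 0 h to 6 h alone, replicate number as a block, and fits without each library in turn. Exact permutation tests relabelled libraries within time points, which gives 216 relabelings. The smallest p is 0.00926 for a value that uses all time points. A slope over 0, 3 and 6 h gives the 3 h libraries no weight, so relabelling tests of slopes could not give a p under 0.05. Word enrichment in 3' untranslated regions was computed with Python 3.11.15 on canonical transcripts of the annotation.

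The tests were also run on simulated counts with the means, dispersions and library sizes of the real libraries. Of the genes given a 1 log2 change at 0 h, the test recovered 93.4% for siIGF2BP1, 91.4% for siIGF2BP2 and 92.5% for siIGF2BP3 over 13102 genes. Of those given a slope difference of 1 log2 over 6 h, it recovered 65.7%, 59.8% and 54.3% in the same order, with 0, 3 and 0 false calls. These simulations hold no error in the spike-in scale between libraries. Which transcripts carry internal m7G, a methylated guanosine, was not analysed here, so no comparison of modified with unmodified transcripts was made.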

Results

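The series measured transcript abundance in HepG2 cells at 0, 3 and 6 h of actinomycin D, in siControl, siIGF2BP1, siIGF2BP2 and siIGF2BP3 cells, with 2 libraries in each of 12 groups. Gene reads per library ranged from 31843504 in siIGF2BP3 at 6 h (replicate 2) to 74252494 in siControl at 0 h (replicate 2). Replicate libraries correlated with r of at least 0.9953 across genes on the log2 CPM scale.

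The targeted transcripts were examined first, as a check of the labels. In siControl at 0 h, IGF2BP1 (ENSG00000159217.9, chromosome 17, 48997385 to 49056145, plus strand) was at 701 ± 11.8 CPM (SD, n = 2), IGF2BP2 (ENSG00000073792.15, chromosome 3, 185643130 to 185825042, minus strand) at 193 ± 6.21 CPM (SD, n = 2) and IGF2BP3 (ENSG00000136231.13, chromosome 7, 23310209 to 23470491, minus strand) at 112 ± 1.66 CPM (SD, n = 2), in hg38 coordinates. Averaged over the 3 time points, IGF2BP1 in siIGF2BP1 cells fell by 2.5 on the log2 scale (SE 0.019, adjusted p 2.44e-46 in edgeR), leaving 17.7% of the siControl level. IGF2BP2 fell by 2.12 in siIGF2BP2 cells (SE 0.023, edgeR adjusted p 2.38e-40), leaving 23%, and IGF2BP3 fell by 1.79 in siIGF2BP3 cells (SE 0.027, edgeR adjusted p 1.07e-35), leaving 29%. Each difference was also the largest of 216 relabelings of the libraries within time points, with its mirror (exact permutation p 0.00926, two-sided, the smallest this design can give). The setting that moved them most was ERCC scaling, with values of -2.44, -1.98 and -1.61. Small changes also appeared in the other family members: IGF2BP3 was 0.24 higher in siIGF2BP1 (SE 0.024, edgeR adjusted p 7.99e-11) and IGF2BP1 was 0.13 higher in siIGF2BP3 (SE 0.017, edgeR adjusted p 2.55e-07).

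**Figure D1:**
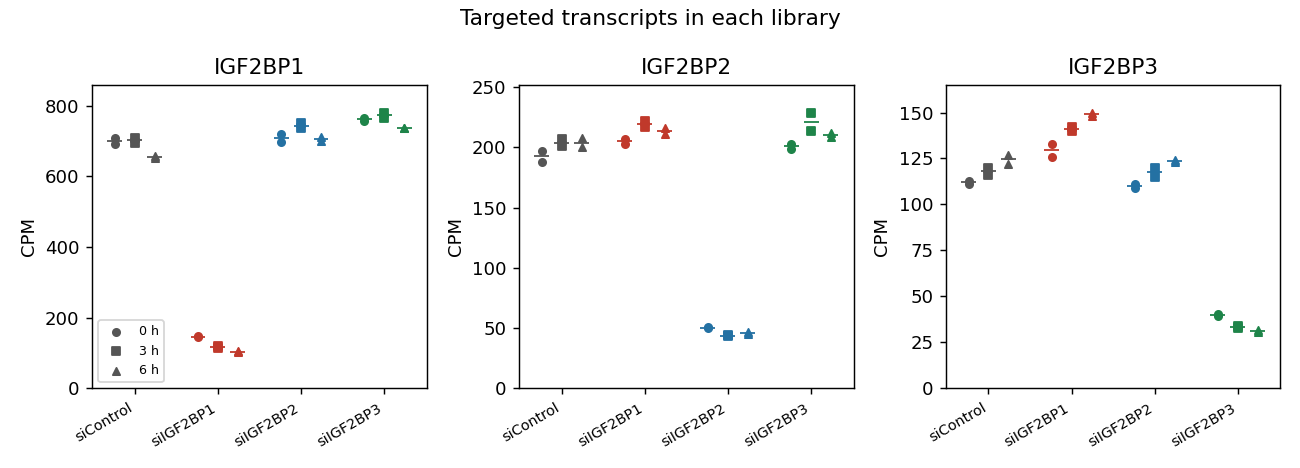
CPM (vertical axes, linear from 0) of IGF2BP1, IGF2BP2 and IGF2BP3 in each of the 24 libraries by condition, with circles, squares and triangles for 0, 3 and 6 h and a line at each mean of 2. Each transcript is low in the cells that received its own siRNA, such as 146 CPM against 701 CPM for IGF2BP1 at 0 h.

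The next comparison asked which transcripts differed before transcription was stopped. At 0 h, 2093 genes differed from siControl in siIGF2BP1 (1239 higher, 854 lower), 1593 in siIGF2BP2 (874 higher, 719 lower) and 1234 in siIGF2BP3 (647 higher, 587 lower), with an edgeR adjusted p under 0.05. Changes were small: 36, 21 and 16 of these genes changed by at least 1 log2. ERCC scaling moved the counts most, to 649 (253 higher, 396 lower), 732 (563 higher, 169 lower) and 471 (388 higher, 83 lower). A set of 222 genes was called higher in all 3 knockdowns and 90 lower in all 3. The 3 comparisons share the same control libraries, which alone makes their changes correlate: the mean pairwise correlation was 0.45, against a median of 0.48 in 20 simulations with no change. In 20 simulations that kept the shared control and shuffled each knockdown's changes across genes, the median correlation was 0.29 (at most 0.3), and at most 11 genes were called higher in all 3 and at most 10 lower, with fewer calls in each knockdown than in the data (a median of 899.5 higher in siIGF2BP1, for example).

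Among the largest changes, CFDP1 (chromosome 16, 75293698 to 75433503) rose by 1.42 in siIGF2BP1, 1.42 in siIGF2BP2 and 1.39 in siIGF2BP3 (SE 0.053 in each, edgeR adjusted p at most 2.34e-21), from 29 ± 1.49 CPM (SD, n = 2) in siControl to 76.4 ± 4.82 CPM (SD, n = 2) in siIGF2BP1. SMIM15 (chromosome 5, 61157704 to 61162468) rose by 1.09, 1.09 and 1.17 in the same order. DSC2 (chromosome 18, 31058840 to 31102522) rose by 1.17 in siIGF2BP1 and 0.94 in siIGF2BP3. It was higher in siIGF2BP2 too, at 97 CPM against 50.4 CPM in siControl, 112 CPM in siIGF2BP1 and 96.5 CPM in siIGF2BP3. The siRNA targets fell most among the named genes (-2.24, -1.93 and -1.49 in the same order). Apart from them, the genes with the largest falls differed between knockdowns. TGFBR3 (chromosome 1, 91680343 to 91906335) changed by -1.31 in siIGF2BP1 (SE 0.044, edgeR adjusted p 2.87e-23), followed by PIAS3 at -1.18 and ATP7A at -1.16. NFIX (chromosome 19, 12995475 to 13098796) changed by -1.37 in siIGF2BP2 (SE 0.075, edgeR adjusted p 7.4e-17), with RAB30 at -1.2. AKAP12 (chromosome 6, 151239967 to 151358559) changed by -0.99 in siIGF2BP3 (SE 0.049, edgeR adjusted p 9.21e-18), with EGR1 at -0.91 and SLC51A at -0.9. Several of these genes were also lower in other knockdowns, though NFIX was at 52.9 CPM in siIGF2BP1 and 46.1 CPM in siIGF2BP3 against 46.9 CPM in siControl. TGFBR3 was at 192 CPM in siControl against 76.8, 141 and 164 CPM in siIGF2BP1, siIGF2BP2 and siIGF2BP3. RAB30 was at 7.13 CPM in siControl against 5.19, 3.1 and 5.08 CPM in the same order. EGR1 was at 13.5 CPM in siControl against 7.97, 8.38 and 7.14 CPM in siIGF2BP1, siIGF2BP2 and siIGF2BP3. SLC51A was at 7.21 CPM in siControl against 5.96, 3.81 and 3.85 CPM in the same order. Single libraries set the size of some of these falls: ATP7A was at -0.91 without siIGF2BP1 replicate 2, and EGR1 and SLC51A were at -0.69 and -0.59 without siControl replicate 1. The rule also named SMN1 at 1.71 and MT-ATP8 at -1.39 in siIGF2BP2. Both are uncertain, since SMN1 has a near-identical copy and MT-ATP8 overlaps its neighbour. Of the 15 listed genes, IGF2 was higher in siIGF2BP1 by 0.46 (SE 0.04, edgeR adjusted p 1.72e-11). It was also higher in siIGF2BP2 by 0.12 (edgeR adjusted p 0.0339) and in siIGF2BP3 by 0.15 (edgeR adjusted p 0.00871). These smaller rises were not called under DESeq2 (adjusted p 0.198 and 0.0516). ZDHHC9 was lower in all 3 knockdowns, by -0.16, -0.2 and -0.32. These falls were not called under ERCC scaling (edgeR adjusted p 0.264, 0.462 and 0.139 in siIGF2BP1, siIGF2BP2 and siIGF2BP3). Over all genes 5, 4 and 6 of the 15 differed at 0 h, including each siRNA target, and adjusted over the list alone 6, 5 and 7 did.

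Decay was then measured. In siControl, 10551 of 13136 genes fell over 6 h with an edgeR adjusted p under 0.05 and 33 rose, with a median change of -0.88 log2. The 12 short-lived transcripts all fell in siControl, with a median of -5.52 log2 over 6 h and a median half-lifetime of 0.865 h, and the 12 long-lived transcripts had a median of 0.07. The split between falling and rising genes depended on the scale: TMM, which assumes that most genes do not change, gave 5085 falling and 4773 rising. TMM moved the median change of all genes in siControl to -0.02, and the median slope differences of 0.19, 0.17 and 0.22 in siIGF2BP1, siIGF2BP2 and siIGF2BP3 to -0.01, -0.02 and -0.01.

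Whether each knockdown altered decay is the question the time course was designed for. Relative to ERCC reads, gene reads at 6 h were 68.3% of the 0 h level in siControl, 77.3% in siIGF2BP1, 75.9% in siIGF2BP2 and 78.3% in siIGF2BP3. The SD was 3.4, 0.598, 7.54 and 3.41 percentage points at 6 h, and 9.43 points between the siControl libraries at 0 h (n = 2 each). These differences in slope were within what relabelled libraries gave (exact permutation p 0.167, 0.5 and 0.333, two-sided, Benjamini-Hochberg adjusted over 5 comparisons 0.833 each). That does not decide the question. The 3 h libraries have no weight in this slope, so the test could not give a p under 0.05. Swapped labels also carry differences in level at 0 h into the slope.

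**Figure D2:**
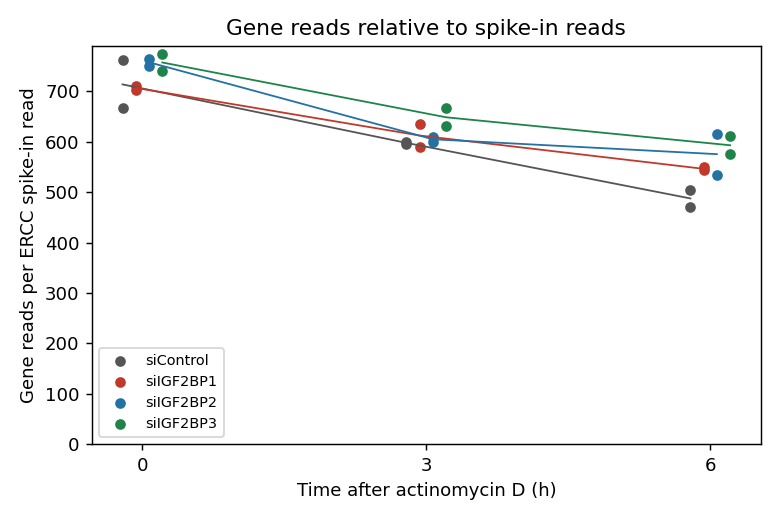
Gene reads per ERCC spike-in read (vertical axis, from 0) against hours of actinomycin D for each library, with a line through the mean of the 2 replicates of each condition. The siControl libraries at 0 h, at 761.6 and 666.4, lie farther apart than the means of siControl and siIGF2BP1 at that time.

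By the decay equation of the study, the median half-lifetime was 6.22 h in siControl, 6.91 h in siIGF2BP1, 6.51 h in siIGF2BP2 and 6.98 h in siIGF2BP3. The median log2 ratio to siControl was 0.23 in siIGF2BP1 (81.6% of 10216 genes longer), 0.07 in siIGF2BP2 (62.8% of 10744) and 0.25 in siIGF2BP3 (84.7% of 10116). Genes without a measurable fall have no half-lifetime and were left out, 1141 in siControl, 1830 in siIGF2BP1, 1168 in siIGF2BP2 and 1955 in siIGF2BP3, so genes whose loss stopped in a knockdown are missing from its ratio. The spread of these medians, when computed from 1 library per group in each of 64 combinations, was 0.2 (SD) for each knockdown, and the combinations ranged from -0.12 to 0.53, from -0.25 to 0.38 and from -0.12 to 0.58. The shifts in siIGF2BP1 and siIGF2BP3 were therefore about as large as the spread between replicates and that in siIGF2BP2 was smaller, and 1 library decided much of their size: without siControl 0 h replicate 1 they were 0.04, -0.11 and 0.05, and without siControl 0 h replicate 2 they were 0.4, 0.25 and 0.42. Under TMM scaling they were 0.03, 0.04 and 0.05. TMM takes out a shift shared by most genes, real or not, so these values do not decide whether the shift is real. Only genes that fall on the TMM scale enter them, which is a different set of genes.

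**Figure D3:**
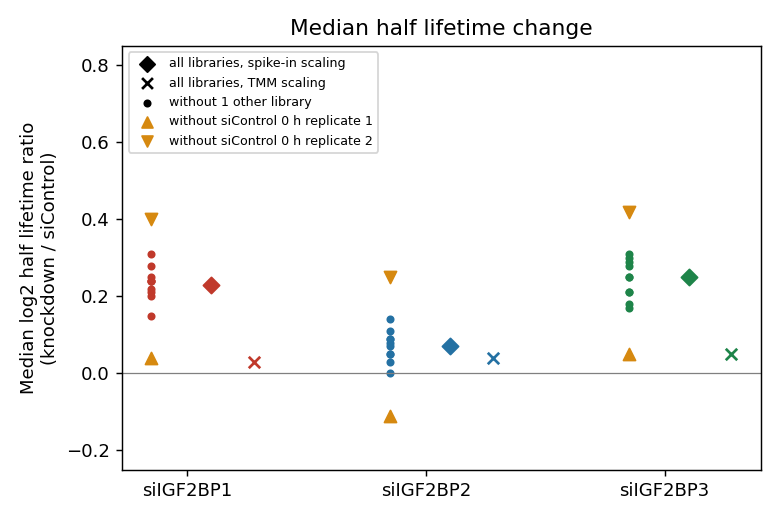
Median log2 ratio of half-lifetime, knockdown over siControl (vertical axis), for each knockdown with all libraries under ERCC (diamond) or TMM (cross) scaling and with each single library left out (other points). Among the points with a library left out, those without siControl 0 h replicate 1 or replicate 2 are the lowest and the highest in each knockdown. They are 0.05 and 0.42 for siIGF2BP3, for example. In siIGF2BP1 the TMM value, 0.03, is lower than the 0.04 without siControl 0 h replicate 1. TMM takes out a shift shared by most genes, and its values cover a different set of genes.

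Per gene, the test of a difference in slope called 2 genes in siIGF2BP1, 0 in siIGF2BP2 and 3 in siIGF2BP3 with an edgeR adjusted p under 0.05. At an unadjusted p under 0.05 there were 1436, 896 and 2113 genes, where 657 are expected by chance. This excess depended on the spike-in scale: the same fit gave 518, 426 and 424 genes with TMM scaling. Library-size scaling gave 617, 443 and 560. The counts with these scalings lie below 657, so the slope test was conservative in those fits. TDRD7 (chromosome 9, 97412096 to 97496125) had a slope difference of 1.39 in siIGF2BP1 (SE 0.203, edgeR adjusted p 0.0105) and 1.35 in siIGF2BP3 (SE 0.205, edgeR adjusted p 0.0176). At 6 h it was at 18.6 ± 3.29% of its 0 h level in siControl and 48.7 ± 4.14% in siIGF2BP1 (SD, n = 2 each). SMIM15 had a slope difference of 1.03 in siIGF2BP1 (SE 0.165, edgeR adjusted p 0.0218) and 1.03 in siIGF2BP3 (SE 0.164, edgeR adjusted p 0.0196). MPHOSPH10 (chromosome 2, 71130310 to 71150101), named after its values were seen, had a slope difference of 0.8 in siIGF2BP3 (SE 0.133, edgeR adjusted p 0.0199). These counts were set by the model and by single libraries: the change from 0 h to 6 h alone called 86, 72 and 195 genes, of which 83, 70 and 194 decayed more slowly, and without siControl 0 h replicate 2 the slope test called 542 genes in siIGF2BP3, against 0 without replicate 1.

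The differences between knockdowns were tested themselves. Slopes in siIGF2BP3 differed from those in siIGF2BP1 for 0 genes (272 at an unadjusted p under 0.05) and from those in siIGF2BP2 for 0 genes (246 at an unadjusted p under 0.05). Both unadjusted counts lie below the 657 expected by chance, so the test was conservative and 0 calls are weak evidence of no difference. A difference in decay between siIGF2BP3 and either other knockdown was thus not detectable with this test, and siIGF2BP1 was not compared with siIGF2BP2.

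None of the 15 listed genes passed the threshold for a slope difference in any knockdown, either over all genes or adjusted over the list alone, where the count was 0 in each. HUWE1 (chromosome X, 53532096 to 53686752) had a slope difference of 0.26 in siIGF2BP3 (SE 0.109, edgeR adjusted p 0.29 over all genes and 0.0957 adjusted over the list alone). Its half-lifetime was 12.2 h in siControl, 22.9 h in siIGF2BP1, 15.2 h in siIGF2BP2 and 21.3 h in siIGF2BP3, and its level at 6 h was 71 ± 2.57% in siControl and 85.2 ± 4.97% in siIGF2BP3 (SD, n = 2 each). In siIGF2BP1 and siIGF2BP2 its slope differences were 0.27 and 0.23, and those of CYRIB were 0.27, 0.22 and 0.27 in siIGF2BP1, siIGF2BP2 and siIGF2BP3, close to the median of all genes, which was 0.19, 0.17 and 0.22.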

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

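For the genes below, the tests of the spike-in scale were chosen after the slope results were seen.

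The genes in this part stood out because a test of the difference itself found their change over time to differ between a knockdown and siControl. TDRD7 had a slope difference of 1.39 log2 over 6 h in siIGF2BP1 and 1.35 in siIGF2BP3, and SMIM15 of 1.03 in siIGF2BP1 and 1.03 in siIGF2BP3. A shift of the spike-in scale is argued against as the whole cause, because at least one of the 2 fits with TMM scaling put each gene past the threshold: over both knockdowns, the larger of the lowest edgeR adjusted p-values from the TMM fits was 0.000548 for TDRD7 and 0.00213 for SMIM15. SMIM15 lost its call in the TMM slope fit, and its adjusted p over the 6 alternatives fitted gene by gene (TMM, DESeq2, replicate block, 0 h to 6 h change, curvature term, and TMM with the 0 h to 6 h change) ranged from 3.73e-06 to 0.114 in siIGF2BP1 and from 5.7e-06 to 0.285 in siIGF2BP3. For TDRD7 it ranged from 1.26e-10 to 0.0354 in siIGF2BP1 and from 2.64e-09 to 0.0277 in siIGF2BP3. Both genes lost their call where a fit called 0 genes: in both knockdowns with only the conditions compared and without siControl 0 h replicate 1, in siIGF2BP1 also without its own 0 h replicate 1, 0 h replicate 2 or 6 h replicate 1, and in siIGF2BP3 also without its own 0 h replicate 1 or 6 h replicate 1. At least one of them also lost its call in each knockdown without siControl 6 h replicate 1 or replicate 2, where 1 gene was called, and in siIGF2BP1 with a replicate block within each condition. In siIGF2BP2, where neither gene was called by the slope test but both were with the 0 h to 6 h change (edgeR adjusted p 2.96e-07 for TDRD7 and 0.000342 for SMIM15), the slope differences were 1.19 for TDRD7 and 0.9 for SMIM15, in the same direction, and both genes were also higher at 0 h in the knockdowns. A candidate explanation is that these transcripts decayed faster in the siControl cells alone, rather than more slowly through loss of an IGF2BP protein. The word enriched among genes higher in all 3 knockdowns, ATTACAA, has 2 copies in the 3' untranslated region of SMIM15 and 0 in that of TDRD7, so an action of the control siRNA through that region is not shown for TDRD7. A biological effect shared by the loss of any family member stays open, since no other control was measured. Of 60 splits of the 12 libraries within time points, 6 gave as many called genes as the real siIGF2BP1 comparison and 11 as many as the real siIGF2BP3 comparison, so the number of calls is not larger than other groupings give. The median of the other splits was 0 genes and the highest 1735 and 4849. A split that exchanges libraries at one time point turns differences in abundance into differences in slope, and whether this made the highest counts was not tested.

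MPHOSPH10 had a slope difference of 0.8 in siIGF2BP3. The spike-in scale is argued against here too, since a TMM fit gave an edgeR adjusted p of 5.01e-07, with a range from 4.34e-07 to 0.0245 over the same 6 alternatives. It lost its call in the siIGF2BP3 fits named above that called 0 genes, and at least 2 of the 3 genes called in siIGF2BP3 lost theirs without siControl 6 h replicate 1 or replicate 2. The slope difference was 0.64 in siIGF2BP2 and 0.19 in siIGF2BP1, neither past the threshold of the slope test. In siIGF2BP2 it passed under DESeq2 (0.00951), with the 0 h to 6 h change (0.00017), with a curvature term (0.000195) and with TMM and the 0 h to 6 h change (4.3e-05), so the effect is not shown to be one of siIGF2BP3 alone. The gene fell to 7.07 ± 0.469% of its 0 h level in siControl against 12.3 ± 1.03% in siIGF2BP3 (SD, n = 2 each). Whether either siRNA acts on this transcript through the protein or through another transcript lowered by it was not tested.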

How the results depend on the processing

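The fits with a shared curvature term, and those that combine TMM with the 0 h to 6 h change or with a curvature term, were chosen after seeing the data.

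The knockdown of each target kept its direction and stayed past the threshold under all alternatives run. Across the 12 fits that each left out one library it ranged from -2.51 to -2.49 for IGF2BP1, from -2.14 to -2.11 for IGF2BP2 and from -1.8 to -1.77 for IGF2BP3.

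The counts of genes called at 0 h in siIGF2BP1, siIGF2BP2 and siIGF2BP3 stayed within 1.5 times under DESeq2, both other filters, the fit of 4 libraries and the replicate block, and fell to 649, 732 and 471 under ERCC scaling. Leaving out a library there leaves an arm with 1 sample, so only values were compared. Of 120 such values for named genes, 28 moved by more than their error and 0 changed sign. Of 30 called values of named genes, 10 lost their call under ERCC scaling. In siControl, the count of genes with decay ranged from 9508 to 10912 across the 6 fits that each left out one library.

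The counts of genes with differential decay depended on the model and the scale. In the order siIGF2BP1, siIGF2BP2, siIGF2BP3, siIGF2BP3 against siIGF2BP1 and siIGF2BP3 against siIGF2BP2, where the reported counts were 2, 0, 3, 0 and 0, TMM gave 1, 2, 3, 8 and 1, library-size scaling 5, 5, 3, 12 and 1, no filter 9, 22, 12, 3 and 3, DESeq2 4, 6, 27, 4 and 0, and the change from 0 h to 6 h 86, 72, 195, 8 and 2. The curvature term gave 105, 84, 202, 13 and 2. TMM gave 66, 62, 39, 48 and 32 with the 0 h to 6 h change and 62, 57, 36, 43 and 28 with a curvature term. A fit of only the conditions compared called 0 genes in each, with fewer samples to estimate the spread. Direction depended on the scale: of the 86, 72 and 195 genes, 83, 70 and 194 decayed more slowly in the knockdown, while with TMM 28 of 66, 26 of 62 and 24 of 39 did, and 27, 27 and 24 genes were shared between the scales. Otherwise the cause was not tested.

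Single libraries also moved these counts. Across the 12 fits that each left out one library they ranged from 0 to 12 in siIGF2BP1, from 0 to 1 in siIGF2BP2, from 0 to 542 in siIGF2BP3, from 0 to 2 for siIGF2BP3 against siIGF2BP1 and from 0 to 0 for siIGF2BP3 against siIGF2BP2. For the 3 knockdowns the fit without siControl 0 h replicate 1 gave 0 and the fit without siControl 0 h replicate 2 gave the highest count, though other fits gave 0 as well, and in siIGF2BP2 the fit without siControl 6 h replicate 1 also gave 1.

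The median half-lifetime change was 0.03 in siIGF2BP1 under TMM, which takes out a shift shared by most genes, and 0.27 in siIGF2BP2 from the rate over 0 h to 6 h alone. Across the 12 fits that each left out one library it ranged from 0.04 to 0.4 in siIGF2BP1, from -0.11 to 0.25 in siIGF2BP2 and from 0.05 to 0.42 in siIGF2BP3. The value of -0.11 in siIGF2BP2 came without siControl 0 h replicate 1, and a value of 0 came without siIGF2BP2 6 h replicate 2.

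Replicate numbers left little sign of pairing in the counts: the correlation of deviations between same-numbered libraries ranged from -0.04 to 0.1 over 66 pairs of groups, with a median of 0.01. The study split each transfected plate into smaller plates, so the time points of one replicate may share a transfection. Between groups of one condition the correlation ranged from -0.02 to 0.09 (12 pairs, median 0.02), which does not exclude a shared transfection. With the replicate number as a block, differential decay was called for 2, 0, 3, 0 and 0 genes and 2181, 1683 and 1316 genes differed at 0 h. The knockdown values were -2.5, -2.12 and -1.79, and 10545 genes changed over time in siControl. With a replicate block within each condition the differential decay counts were 1, 2, 3, 0 and 0, with 10604 genes in siControl.

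Slope differences of listed genes were small, and several changed sign with the scale. Under TMM, in siIGF2BP1 they were -0.04 for IGF2BP2, -0.06 for BPNT2, -0.08 for NDRG1, -0.16 for IGF2 and -0.21 for MYC, in siIGF2BP2 -0.02 for IGF2BP3, -0.06 for METTL1, -0.06 for EXOSC2, -0.05 for XRN2, -0.07 for BPNT2, -0.09 for NDRG1 and -0.03 for ZDHHC9, and in siIGF2BP3 -0.04 for IGF2BP2, -0.17 for METTL1, 0 for BPNT2, -0.04 for ZDHHC9 and -0.22 for IGF2. TMM with the 0 h to 6 h change gave the same values except -0.07 for NDRG1, -0.04 for MYC and 0 for MPHOSPH10 in siIGF2BP1, and -0.05 for METTL1 and -0.1 for NDRG1 in siIGF2BP2. MYC in siIGF2BP3 was 0.17 under DESeq2, 0.17 for the 0 h to 6 h change and 0.2 with a curvature term, and IGF2 in siIGF2BP2 was 0 with the replicate block. Of the listed genes, only the siRNA targets passed the threshold in any of these fits, each with faster decay in its own knockdown: IGF2BP3 at -0.53 under TMM (edgeR adjusted p 0.00132), and with TMM and the 0 h to 6 h change IGF2BP1 at -0.41 (3.82e-07), IGF2BP2 at -0.24 (0.0321) and IGF2BP3 at -0.53 (8.55e-06). SMIM15, TDRD7 and MPHOSPH10 were called in siIGF2BP2 under DESeq2, with adjusted p-values of 0.00501, 0.00139 and 0.00951, and also with the 0 h to 6 h change, a curvature term, and TMM with the 0 h to 6 h change.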

Other observations

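In this part, the tests of the overlap from a shared control, of the spread between the siControl libraries and of curved decay were chosen after the results were seen.

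The 222 genes higher at 0 h in all 3 knockdowns against one shared control are the pattern most worth a second look. Chance values of the 0 h control libraries are argued against: at 6 h, against other control libraries, 97.3% of these genes again lay above siControl in all 3 knockdowns, where 24.4% of all genes did. Since each transfected plate was split, the 0 h and 6 h control libraries may share a transfection. A chance difference of that transfection stays open. The overlap that a shared control alone gives is argued against as well, since 20 simulations that kept the shared control and shuffled each knockdown's changes across genes gave at most 11 such genes. These simulations called fewer genes higher than the data in each knockdown, with medians of 899.5, 635 and 480 against 1239, 874 and 647. A candidate explanation is seed-directed activity of the control siRNA, by which an siRNA lowers transcripts that match a short word near its 5' end. The word ATTACAA was in the 3' untranslated region of 45% of the 218 genes that have one, where 16.3% were expected from regions of like length (z 12.2, permutation p 0.000999, the smallest that 1000 random sets can give). Words that overlap it by a shift, such as TTACAAA (z 12.1), were enriched with it. Base composition is argued against as the whole cause: among the 97 other words of the same composition that share no run of 5 bases with it, the highest z was 3.29. At 6 h, genes with the word were higher than genes without it in all 3 knockdowns, by 0.07, 0.07 and 0.08 log2 on average within bins of region length. The sequence of the control siRNA was not used here. CFDP1 has 0 copies of the word in its canonical transcript, so this explanation does not cover the gene with the largest rise.

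Genes lower at 0 h in one knockdown alone gave a similar picture in siIGF2BP1 and siIGF2BP2. In siIGF2BP1 the top word was ACTCCAA, in 24.6% of 537 regions against 10.8% expected (z 10.7, permutation p 0.000999), and in siIGF2BP2 it was GAGATTA, in 42.9% of 401 regions against 14.5% expected (z 17.2, permutation p 0.000999). Among words of the same composition that share no run of 5 bases with the top word, the highest z was 2.89 and 2.85, which argues against base composition as the whole cause. Overlapping words such as CTCCAAA (z 7.64), AGATTAA (z 8.74) and AGAGATT (z 8.34) were left out of that comparison. Both top words, ACTCCAA and GAGATTA, occur in the transcript that the siRNA targets, though 36.3% and 21.2% of all 7-base words do. The overlapping word AGATTAA does not occur in the IGF2BP2 transcript. At 6 h the genes with GAGATTA were lower by 0.12 in siIGF2BP2 than genes without it, with differences of -0.02 in siIGF2BP1 and 0.01 in siIGF2BP3, and genes with ACTCCAA were lower by 0.1 in siIGF2BP1. Seed-directed activity of these siRNAs is thus a candidate explanation for part of the changes at 0 h. In siIGF2BP3 the top word had z 4.19 (permutation p 0.755), so no such word was detected among 283 regions. A weaker activity there remains open.

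Whether the words also change decay was examined for ATTACAA. The slope difference between genes with and without it was at most 0.013 log2 over 6 h (exact permutation p 0.778 in that knockdown, Benjamini-Hochberg adjusted over 3 tests 0.944). The relabelling does not decide this, since swapped labels carry the abundance difference of genes with the word into the slope and widen its range. Faster decay of these genes in siControl cannot be told apart from no difference, because a shift of 0.07 in abundance needs only a small change in rate.

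The slower median decay on the spike-in scale was compared with the form that a scale factor gives. If every decay rate had dropped by the same proportion, fast transcripts would shift most. Instead, the slope difference was 0.16 in the slowest 20% of genes and 0.19 in the fastest 20% in siIGF2BP1, 0.14 and 0.18 in siIGF2BP2, and 0.18 and 0.2 in siIGF2BP3, with genes ranked in the other knockdowns. The differences of 0.02, 0.04 and 0.02 were within those of relabelled libraries (exact permutation p 0.444, 0.222 and 0.556, Benjamini-Hochberg adjusted over 3 tests 0.556 each). The 3 h libraries have no weight in these slopes, so the relabelling could not give a p under 0.05 and does not decide this. The long-lived list moved in the same direction, from a median of 0.07 in siControl to 0.22, 0.21 and 0.22. The short-lived list of 12 genes moved from -5.52 to -4.88, -4.84 and -5.4, which in siIGF2BP1 and siIGF2BP2 is more than the long-lived list and is the direction a proportional drop in rate predicts. That difference between the lists was not tested. The median half-lifetime change without siControl 0 h replicate 1 was 0.04, -0.11 and 0.05. The values across the 20% bins and without that library are consistent with error in the spike-in scale of the siControl libraries. A real change in the amount of RNA that acts on all transcripts alike stays open, as does slower decay of the fastest transcripts.

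Across genes, which are not independent replicates, the change at 0 h and the change in the fall from 3 h to 6 h had Pearson r of 0.04, 0.01 and 0.06 and Spearman rho of 0.05, 0.02 and 0.07 in siIGF2BP1, siIGF2BP2 and siIGF2BP3. Whether altered stability is a source of the 0 h changes is left open. The relabelling of libraries does not decide it, since swapped labels carry the abundance change into the slope and so widen its range (r from -0.6 to 0.6 in siIGF2BP1) whatever the real r is.

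The straight-line slope called few genes. Curved decay left in the residual is a candidate cause that cannot be told apart from others: 30.2% of genes had a called curvature term, less than most, yet fits with a shared curvature term called 105, 84 and 202 genes. In siControl the median log2 change was -0.41 from 0 h to 3 h and -0.37 from 3 h to 6 h. For siIGF2BP2 and for both comparisons between knockdowns, the real split had 0 called genes, so 60, 60 and 60 of 60 splits gave as many.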
